A study of Salmo salar with 64 samples. Its data were reported in "Leveraging transcriptome and epigenome landscapes to infer regulatory networks during the onset of sexual maturation" (2022).

How the data were processed

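Messenger RNA was sequenced from brain, pituitary, ovary and liver of female Atlantic salmon. The authors describe 4 fish killed at each of 4 time points. T1 preceded a long-day light regime that sets maturation off in captive stock, and T2, T3 and T4 followed it at intervals of 2 weeks. The tables hold 64 libraries in 16 groups of 4.

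The authors mapped paired-end reads to the ICSASG_v2 assembly with TopHat2 and counted reads unique to exons with HTSeq, with the strand option set to reverse. The deposited count table gives 81574 annotated genes as whole-number counts, with 1 column per library and no pooling of replicates. 33025 of these genes had 0 counts in each of the 64 libraries, and 24016 entries carry a gene number that also occurs in another entry and were kept apart. A second deposited table holds log2 values of 46064 genes, those with at least 10 counts over all libraries. The authors' methods speak of FPKM, but each of its 2948096 values equalled log2(CPM + 1) within 3.7e-05, where CPM is counts per M (mega) of the library's total, so gene length does not enter it. The design had foreseen log2(deposited value + 1), and since the values were already on that scale they were used as they are.

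Counting only unique reads drops reads that map equally well to a near-identical copy of a gene, and the salmon genome holds many such copies. The level and the fold change of any gene with a close paralog, and of genes that overlap on 1 strand, are uncertain to that extent. Because strand was used, antisense genes were counted apart. Symbols came from the RefSeq gene table of the Ssal_v3.1 assembly, which matched 39692 (86.2%) of the gene numbers in the log2 table. As that assembly differs from the one used for mapping, no coordinates are given. Genes without a symbol keep their number.

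Total counts per library, in M counts, ranged from 18.6 to 30.6 in the ovary, 23.0 to 29.0 in the pituitary, 20.6 to 34.9 in the liver and 17.5 to 51.9 in the brain. A group whose libraries all held 3 counts or fewer of a gene was treated as not measurable. Reads carried no molecular identifiers, so counting error alone understates the technical error, and the spread between libraries is what the tests use.

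Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the counts as deposited. Each later time point was set against T1 in pituitary, ovary and liver, with only the 8 libraries of a comparison in the fit, the default filterByExpr filter, TMM scaling and the quasi-likelihood F test. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds of the study. CPM of single genes are per M of the TMM-scaled total. Differences between tissues in the change from T1 to T4 were tested as contrasts in 1 quasi-likelihood fit over the 48 libraries of the 3 tissues. The main test, the edgeR exact test, DESeq2 and the test between tissues were tried on data simulated from the ovary libraries of T1 and T4. In these data 200 genes were given known changes well above the fold threshold, so recovery near it was not tested. The other fits and tissues were not tested in this way. The main test recovered 183 of the 200 (91.5%) with 7 false calls among 30325 genes tested, the edgeR exact test recovered 193 with 36 false calls, DESeq2 recovered 192 with 43 false calls, and the test between tissues recovered 161 with 1 false call. With no gene changed, the main test called 0.

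Alternatives were RLE scaling as in DESeq2, DESeq2 1.42.0, the edgeR exact test, a fit over all 16 libraries of a tissue, no filter on low counts, a replicate block, limma-trend (limma 3.58.1) on the deposited log2 values, the adjusted p alone, and fits that each left out 1 library. For the tests between tissues they also included a fit of only the tissues and time points compared, and the fish as a block. Fits without genes held at under 1% of their level in another tissue, and for the liver at T4 fits with thinned counts and with libraries summed in pairs, were chosen after seeing the data.

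The numbers of the libraries were checked for pairing. Within a tissue, T1 and later libraries come from different fish, and deviations from the group mean of same-numbered libraries correlated by over 0.1 in each pair in 0 of 9 sets. Between tissues, the sample titles carry the letter F and a number, which was read as the number of the fish without a statement of the authors to that effect. There the correlations of same-numbered libraries of 1 time point had a median of 0.12 (range -0.21 to 0.33) over 48 pairs and passed 0.1 in each pair in 2 of 12 sets. A second check used genes over 4-fold apart between fish in the other 3 tissues: at T1 to T3 the numbers as labelled were the best of 24 possible orders in 11 of 12 sets.

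Gene lists were tested with camera (preset correlation 0.01), with fry and with camera's estimated correlation as alternatives, and their 25 p-values were adjusted together. The median of a list is that of the differences in mean log2 CPM (prior count 2) to which camera was applied, and it can differ from the median of the edgeR log2 fold changes, which are given for single genes and were used to count genes as higher or lower. The lists were the study's pituitary candidates (11 entries matched), its ovary candidates (20), those ovary genes that it names among a larger set reported as both hypermethylated and higher (27), clock genes (16), oocyte genes (10) and oestrogen-responsive liver genes (3). The 11 pituitary entries came from 8 of the 12 candidates looked up, and pgr is among them as more than 1 entry. Oocyte genes, hepatocyte genes (14) and pituitary hormone genes (9) also served as markers of RNA from another tissue, where their mean in their own tissue was at least 1 CPM and over 20 times that in the other 2 tissues. This kept 12 hepatocyte genes and all genes of the other lists, so no marker is abundant in a recipient by construction. For marker levels, CPM are per M of the library's total. Of the 9 pituitary hormone genes 4 (glha2, glha1, fshb and lhb) are also among the pituitary candidates. zpax1 is both an oocyte gene and an oestrogen-responsive gene, nr5a1b and cyp17a1 are in both candidate lists, and 1 ovary candidate is also in the hypermethylated list.

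Comparisons with the same T1 libraries share chance values. Overlaps of calls and correlations of fold changes were therefore set beside 20 simulations, in which a control group and 3 unchanged groups were drawn from the means and dispersions of the T1 libraries. Overlap there was counted among the genes of lowest p, as many as were called in the data. Connectivity was computed with partial correlation and information theory (PCIT) in Python 3.11.15 with numpy 2.4.6, on 12 libraries per time point. The network took 2000 genes. These were the 20 that the study lists as most differentially connected and the genes of highest mean among 4001 called in at least 2 comparisons with a mean value of at least 0.2. The implementation was tested on simulated chains of 3 genes and dropped the indirect link in 50 of 50. Its spread was taken from leaving out each replicate number and from 40 seeded draws of 4 libraries per tissue.

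Genes named in the text followed a rule. For each tissue these are the 3 largest rises and 3 largest falls from T1 to T4 among called genes with a mean of at least 100 counts over the 8 libraries and no overlap between T1 and T4 libraries. Genes that the study's text discusses were added, and in the liver vtg3 and esr1 of the oestrogen-responsive list. Where several genes share a description, the one with the highest mean was taken. The comparisons, lists and this rule were fixed before the data were examined. So were the tests and alternatives, apart from those stated to have been chosen or replaced after a result was seen. The symbol AMHR2 matched no gene and is left out.

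Other splits of the libraries were counted: all 35 splits of 8 libraries into 4 and 4 for each comparison, 40 seeded relabellings for the tests between tissues, and all 35 splits of the T1 and T4 fish with each fish's tissues kept together. Brain libraries entered no comparison of the report, as in the study, and are described in the closing section. Methylation and chromatin data of the study are outside these tables.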

Results

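The data are gene-level read counts from pituitary, ovary and liver of female Atlantic salmon, sampled before a long-day light regime (T1) and at 3 later time points (T2, T3 and T4). Each of the 12 groups held 4 libraries, labelled as biological replicates, and n counts libraries. In liver T4 replicates 1 and 2 had 17 genes over 4-fold apart and replicates 3 and 4 had 70, where each of 90 other pairs of libraries of a group had at least 89. Brain was also sequenced and is not compared here. Library totals, in M (mega) counts, averaged 25.8 in the pituitary (SD 2.00, n = 16), 26 in the ovary (SD 2.96, n = 16) and 25.8 in the liver (SD 4.84, n = 16). The liver libraries of T4 were the deepest of the 3 tissues, at 33.5 (SD 1.01, n = 4), against 22.1 at T1 (SD 1.06, n = 4).

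Replicate agreement was measured as the Spearman correlation of log2 CPM across 38135 genes, which are not independent replicates. Its median was 0.978 over 72 pairs of libraries of a group (range 0.956 to 0.992, SD 0.0077), 0.972 over 288 pairs from different time points of a tissue and 0.618 over 768 pairs from different tissues. With each gene of at least 1 count the median between tissues moved most, to 0.750, while that within groups was 0.976. The highest value, 0.992, belonged to liver T4 and the lowest, 0.956, to liver T2.

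The first question was how many genes differed from T1 at each later time point in each tissue. In the pituitary, edgeR's quasi-likelihood test called 476 genes at T2 (377 higher, 99 lower), 342 at T3 (264 higher, 78 lower) and 570 at T4 (431 higher, 139 lower). Of the alternatives that kept all 8 libraries and both thresholds, the replicate block moved the T3 count most, to 115, and the edgeR exact test moved it to 779. These counts depended on single libraries. Without T1 replicate 1, 99, 80 and 15 genes were called at T2, T3 and T4. Without T2 replicate 1 the T2 count was 851, without T3 replicate 3 the T3 count was 912, and without T4 replicate 1 the T4 count was 1307.

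In the ovary 300 genes were called at T2 (277 higher, 23 lower), 1094 at T3 (1064 higher, 30 lower) and 3410 at T4 (3245 higher, 165 lower). Leaving out 1 library moved each count by over 1.5 times. The T2 count was 31 without T2 replicate 4, the T3 count was 1 without T1 replicate 1 and 2350 without T3 replicate 4, and the T4 count was 651 without T1 replicate 1. In the liver 3779 genes were called at T2 (2088 higher, 1691 lower), 1904 at T3 (1041 higher, 863 lower) and 2909 at T4 (1526 higher, 1383 lower). Fits that each left out 1 liver library called 3248 to 4892 genes at T2, 1456 to 2405 at T3 and 2227 to 4186 at T4. Higher calls made up 92.3%, 97.3% and 95.2% of the ovary calls at T2, T3 and T4. In the liver they made up 55.3%, 54.7% and 52.5%. The ovary T3 share depended on single libraries. It was 62.1% of 29 calls without T3 replicate 3 and 97.6% of 2350 without T3 replicate 4. Under RLE scaling the liver T4 share was 47.2%.

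**Figure D1:**
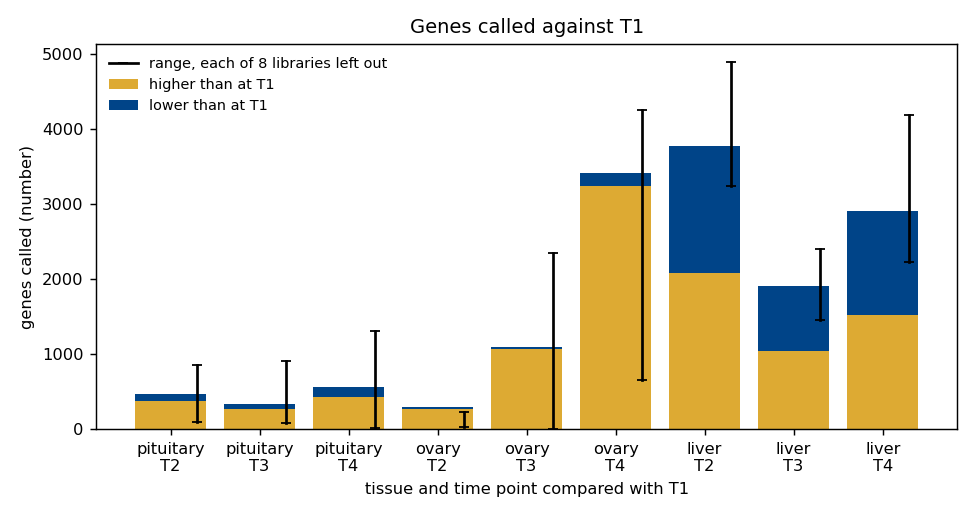
Number of genes called higher and lower than at T1 (stacked bars) by edgeR's quasi-likelihood test in each tissue and time point, with 4 libraries per group, and the range of the total over the 8 fits that each left out 1 library (lines). Ovary totals rose from 300 at T2 to 3410 at T4, liver totals were highest at T2 with 3779, and the lines of pituitary T4 and ovary T3 span 15 to 1307 and 1 to 2350.

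At T4 the 4 libraries did not overlap the 4 of T1 for 15.4% of the genes tested in the pituitary, 26.5% in the ovary and 33.7% in the liver, where chance gives 2.86%. Of the called genes, 536 of 570, 3119 of 3410 and 2534 of 2909 did not overlap.

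Calls were compared between time points to ask whether the same genes responded throughout. Of the pituitary genes 81 were called at T2, T3 and T4, all in 1 direction, beside a median of 17 in 20 simulations of unchanged groups with a common control group. As such groups gave at most 6 calls in a comparison, the simulated number was counted among the genes of lowest p, as many as were called in the data. In the ovary 197 were called at all of these time points, beside a simulated median of 50.5, and all kept their direction. In the liver the number was 897, beside 324, and 896 kept their direction. Correlations of log2 fold changes between time points, taken across genes, ranged from 0.775 to 0.823 in the pituitary, 0.735 to 0.883 in the ovary and 0.684 to 0.832 in the liver, where the simulated medians lay between 0.491 and 0.512. With the adjusted p alone the shared numbers moved to 258, 503 and 2969.

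In the pituitary the 3 largest rises from T1 to T4 under the naming rule were LOC106599210, LOC106610036 and kbtbd3. LOC106599210 rose from 21.3 ± 21.4 to 323 ± 84.4 CPM (SD, n = 4), by 3.92 on the log2 scale (SE 0.644, edgeR adjusted p 0.0238, higher in 4 of 4 libraries). Its call was lost in 5 of the 8 fits that left out 1 library. LOC106610036 rose from 2100 ± 393 to 12700 ± 2510 CPM (SD, n = 4), by 2.60 (SE 0.230, edgeR adjusted p 0.00203, higher in 4 of 4), and kept its call under each alternative. For kbtbd3 the levels were 1.04 ± 0.288 and 7.37 ± 3.75 CPM (SD, n = 4), and its call was lost under 1 alternative and in 1 fit without 1 library. The largest falls were those of LOC106577307, dhrs3 and LOC106577049. LOC106577307 fell from 17.6 ± 5.17 to 0.835 ± 0.270 CPM (SD, n = 4), with a log2 fold change of -4.40 (SE 0.271, edgeR adjusted p 0.000236, lower in 4 of 4). Levels of dhrs3 were 14.9 ± 2.57 and 1.47 ± 0.293 CPM (SD, n = 4), with a log2 fold change of -3.34 (SE 0.183, edgeR adjusted p 0.000105, lower in 4 of 4). Both kept their calls under each alternative, as did LOC106577049 except in 2 fits without 1 library. LOC106577049 had a log2 fold change of -2.91.

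The gonadotropin subunits were examined because the study ties them to the start of puberty. None of the 3 passed the threshold at T4. The beta-1 subunit fshb stood at 679 ± 255 CPM at T1 and 1800 ± 2110 CPM at T4 (SD, n = 4), a log2 fold change of 1.41 (SE 1.14, edgeR adjusted p 0.456). Its T4 libraries parted into 2545 and 4444 CPM in replicates 1 and 2, above all of T1, and 83.7 and 123.5 CPM in replicates 3 and 4, below all of T1. The beta-2 subunit lhb rose from 242 ± 139 to 659 ± 162 CPM (SD, n = 4), by 1.44 (SE 0.448, edgeR adjusted p 0.0871, higher in 4 of 4), and the alpha chain glha2 from 4120 ± 1750 to 8780 ± 1530 CPM (SD, n = 4), by 1.10 (SE 0.305, edgeR adjusted p 0.0617, higher in 4 of 4). lhb passed under 3 alternatives and glha2 under 4, and glha2 also in 2 fits without 1 library.

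In the ovary the 3 largest rises were those of apoeb, LOC100196333 and LOC106566399, and they rested on replicates 2 and 4 of T4. Levels of apoeb were 3.29 ± 1.90 CPM at T1 and 872 ± 1060 CPM at T4 (SD, n = 4), with a log2 fold change of 8.05 (SE 2.00, edgeR adjusted p 0.0317, higher in 4 of 4). Its T4 libraries stood at 16.7, 1286, 9.16 and 2176 CPM. The other two had log2 fold changes of 7.99 and 7.98, and each of the 3 calls was lost in 6 of the 8 fits without 1 library. LOC100196333 stood at 6.54, 393, 1.97 and 563 CPM in the T4 libraries. The largest falls were those of LOC106580571, LOC106607881 and LOC106576938. LOC106580571 stood at 12.9 ± 19.2 CPM at T1 (SD, n = 4), of which replicate 2 gave 41.4, and at 0.105 ± 0.116 CPM at T4, with at most 8 counts in a library. Its log2 fold change was -6.82 (SE 1.53, edgeR adjusted p 0.0236, lower in 4 of 4), and 2 fits without 1 library lost the call. LOC106607881 fell from 14.5 ± 5.65 to 2.30 ± 1.01 CPM (SD, n = 4), with a log2 fold change of -2.65 (SE 0.397, edgeR adjusted p 0.0134, lower in 4 of 4), and kept its call in each fit. LOC106576938 had a log2 fold change of -2.39 and lost its call in 2 fits without 1 library.

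Genes of steroid production and follicle development that the study discusses rose in the ovary. The steroidogenic factor nr5a1b went from 2.65 ± 0.105 to 10.7 ± 3.27 CPM (SD, n = 4), by 2.02 on the log2 scale (SE 0.232, edgeR adjusted p 0.0104, higher in 4 of 4). For cyp17a1 the change was from 11.9 ± 2.38 to 35 ± 11.2 CPM (SD, n = 4), by 1.56 (SE 0.241, edgeR adjusted p 0.0134, higher in 4 of 4). The receptor lhcgr rose by 1.80 and gata4 by 1.47, each higher in 4 of 4 libraries, and lhcgr lost its call in 4 and gata4 in 1 of the 8 fits without 1 library. The chromatin genes smarca2 and arid1b rose by 1.29 and 1.01, also higher in 4 of 4, and arid1b, at the fold threshold, lost its call under 7 alternatives and 5 fits without 1 library. amh rose by 0.96 on the log2 scale (SE 0.191, edgeR adjusted p 0.0169, higher in 4 of 4), under the fold threshold, and passed it without T1 replicate 2 (1.12) or T4 replicate 1 (1.04). star did not pass, at a log2 fold change of 1.74 (SE 0.651, edgeR adjusted p 0.0833, higher in 2 of 4), but was called by DESeq2, by the edgeR exact test, and without T4 replicate 1 or 3 (edgeR adjusted p 0.0332 and 0.0495). The RUNX1 gene LOC106575592 held 3 to 7 counts per T1 library and 9 to 27 at T4 and was below the filter of the ovary comparison. In the fit over 3 tissues its change differed between ovary and pituitary by 2.61 on the log2 scale (edgeR adjusted p 0.0479) and between ovary and liver by 0.28 (edgeR adjusted p 0.856). foxl2l gave 1 count in 1 T1 library and 0 in each T4 library, at or under the limit of 3 counts in both groups, and could not be measured at this depth. It was the only gene whose symbol matched the FOXL2 of the study, and whether it is the same gene was not checked. The rise of FOXL2 that the study reports is therefore not judged here.

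In the liver the largest rises were those of LOC106587515, the gene numbered 106587495, which has no symbol, and LOC106612300. LOC106587515 went from 0.461 ± 0.572 to 60.8 ± 28.7 CPM (SD, n = 4), by 7.0 on the log2 scale (SE 0.709, edgeR adjusted p 0.000969, higher in 4 of 4), with 2 to 28 counts per T1 library. The gene 106587495 held 0 to 5 counts per library at T1 and 194 to 414 at T4. LOC106612300 went from 12 ± 2.40 to 460 ± 148 CPM (SD, n = 4), by 5.26 (SE 0.292, edgeR adjusted p 0.000132, higher in 4 of 4). All 3 kept their calls under each alternative. The largest falls were those of LOC106581595, LOC106569843 and LOC106601815. LOC106581595 stood at 10.7 ± 16.4 CPM at T1 (SD, n = 4) and held 0 counts in 3 T4 libraries and 5 in replicate 4. Its fitted log2 fold change was -8.09 (SE 1.63, edgeR adjusted p 0.00744, lower in 4 of 4), and 1 alternative lost the call. LOC106569843 stood at 54.9, 2.06, 38.1 and 2.01 CPM in the T1 libraries and at 0.263 to 1.46 CPM at T4, and its call was lost under 4 alternatives and in 1 fit without 1 library. Against the mean of T1 to T3 it was also lower at T4 in pituitary and ovary, with log2 changes of -3.74 and -3.22. LOC106601815 had a log2 fold change of -4.53 and kept its call throughout. vtg3 stood at 243 ± 273 CPM at T1 and 84.8 ± 35.8 CPM at T4 (SD, n = 4), with a log2 fold change of -1.52 (SE 0.709, edgeR adjusted p 0.132, lower in 2 of 4). The edgeR exact test called it, and without T1 replicate 4 its log2 fold change was -0.35. esr1 rose from 270 ± 25.3 to 354 ± 25.6 CPM (SD, n = 4), by 0.39 on the log2 scale (SE 0.120, edgeR adjusted p 0.0344, higher in 4 of 4), under the fold threshold.

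**Figure D2:**
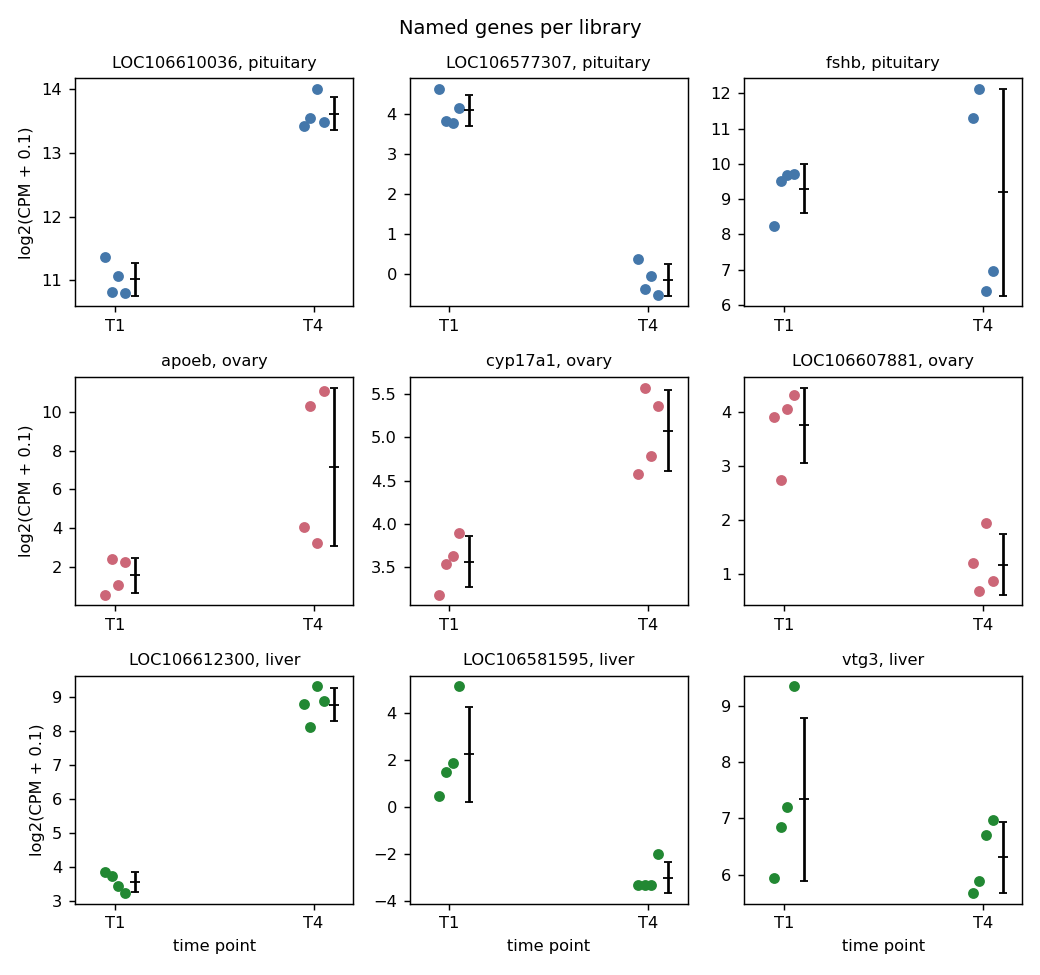
Expression of 9 of the named genes as log2(CPM + 0.1) in single libraries (points) at T1 and T4, with the mean and SD of 4 libraries (bars). For apoeb in the ovary T4 replicates 2 and 4 lie far above replicates 1 and 3, and for fshb in the pituitary T4 replicates 1 and 2 lie far above 3 and 4.

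Whether the change from T1 to T4 differed between tissues was tested directly. It did for 5653 genes between ovary and liver (3990 with the larger log2 change in the ovary), for 2171 between ovary and pituitary (1736 larger in the ovary) and for 2328 between pituitary and liver (1446 larger in the pituitary), by edgeR's quasi-likelihood test. The adjusted p alone moved the first most, to 8862. Without replicate 4 the number between ovary and pituitary was 356 and without replicate 2 it was 847. Without replicate 1, 2 or 3 the number between pituitary and liver was 1076, 1237 or 1101. Of these 531, 598 and 555 were larger in the pituitary and 545, 639 and 546 in the liver, so the pituitary excess was lost. Without replicate 4 it was kept, with 1796 of 2619 larger in the pituitary. Among named genes 17 of 32 differed in at least 1 of these tests. For LOC106612300 the change in the liver exceeded those in ovary and pituitary by 4.86 and 4.90 on the log2 scale.

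Gene lists were tested to ask whether the study's candidates and other sets moved together. Of 25 tests 10 passed an adjusted p of 0.05 with camera. With fry 20 passed, which left out 1 of the 10, the pituitary candidates at T2 (adjusted p 0.105), and with an estimated correlation 0 passed. The pituitary candidates were higher at T2, T3 and T4, with median differences in mean log2 CPM, the scale of each list median here, of 0.727, 0.865 and 0.891 (adjusted p 0.0308, 0.00293 and 0.0184 over 7, 6 and 6 genes, all higher). Adjusted over the list alone 1, 3 and 4 of them passed, and adjusted over all genes 0, 1 and 1 did. Of the pituitary candidates 4 are hormone subunit genes (glha2, glha1, fshb and lhb), so the list results lean on these. The ovary candidates had medians of 0.553, 1.07 and 1.35 (adjusted p 0.00048, 1.9e-05 and 1.9e-05), with 18 of 19, 17 of 18 and 17 of 18 genes higher. Adjusted over the list alone 4, 12 and 16 passed, and adjusted over all genes 1, 3 and 10. The hypermethylated genes that the study names, a part of its full set, had a median of 1.32 in the ovary at T4 (adjusted p 3.72e-13, 26 of 26 higher), and 26 passed when adjusted over the list alone and 25 over all genes. These 3 lists were chosen by the study on these libraries and are not independent evidence.

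Clock genes, which the change in day length could affect, passed in 0 of the 9 tests by camera, with medians from -0.345 to 0.175 and an unadjusted camera p under 0.05 in 2, pituitary and ovary at T2. Adjusted over the list alone 6 of 15 clock genes passed in the pituitary at T2 and 8 of 15 in the ovary at T4, and adjusted over all genes 4 and 5 did. In the liver 6 of 14 passed at T2 and 4 of 14 at T4, both over the list alone and over all genes. Oestrogen-responsive genes in the liver (vtg3, esr1 and zpax1) did not pass at T2, T3 or T4, with medians of differences in mean log2 CPM of -0.651, -0.661 and -1.03 (adjusted p 0.408, 0.286 and 0.408). Adjusted over the list alone 0, 1 and 2 of the 3 passed, and over all genes also 0, 1 and 2. Those that passed were zpax1, which is also in the oocyte list, at T3 and T4 (edgeR log2 fold changes -1.59 and -1.94), and esr1 at T4. Oocyte genes were lower in the pituitary at T3 (median -1.22, adjusted p 0.00048, 3 of 3 genes) and in the liver at T3 and T4 (medians -1.59 and -1.62, adjusted p 0.00221 and 0.00877, 4 of 5 and 5 of 6 genes). They did not pass in the pituitary at T2 and T4 or in the liver at T2, at medians of 0.173, -0.294 and -0.651. Oocyte genes stood at a few per 1000 of their ovary level in both tissues, which the closing section takes up.

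Connectivity of the 20 genes that the study ranked as most differentially connected was recomputed to ask how far it changed between T1 and T4. LOC106574348 (TRIM25) had 7 connections at T1 and 366 at T4 among 2000 genes, and 647 over the 36 later libraries. Without 1 replicate number its T1 value ranged from 0 to 409, and in 40 draws of 12 libraries over all time points its number was 80 to 745, each above the T1 value. LOC106573705 (ZNF423) went from 342 to 657, with 42 to 804 at T1 without 1 replicate number, and its T1 value lay within the 136 to 826 of the 40 draws. LOC100194692 (KLF11) went from 1259 to 272, with 57 to 449 at T4 without 1 replicate number, and the highest of the 40 draws, 1093, lay below its T1 value. Of the 20 genes 6 had more connections at T4 than at T1, with 5 to 7 under the alternatives, of which a pseudocount of 0.1 gave 5. All 6 are genes that the study lists as gaining connections. Others that it lists as gaining had fewer at T4 here, and also over the 36 later libraries. LOC106590493 went from 1213 to 997, pcdh15b from 1175 to 929, LOC106612386 from 1101 to 917 and frrs1a from 1117 to 964. Each gene that the study lists as losing connections had fewer at T4 here. A set of 100 other genes drawn from the network averaged 1004 connections at T1, 763.8 at T2, 758.8 at T3 and 683.7 at T4, so fewer connections at T4 were common to the network.

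**Figure D3:**
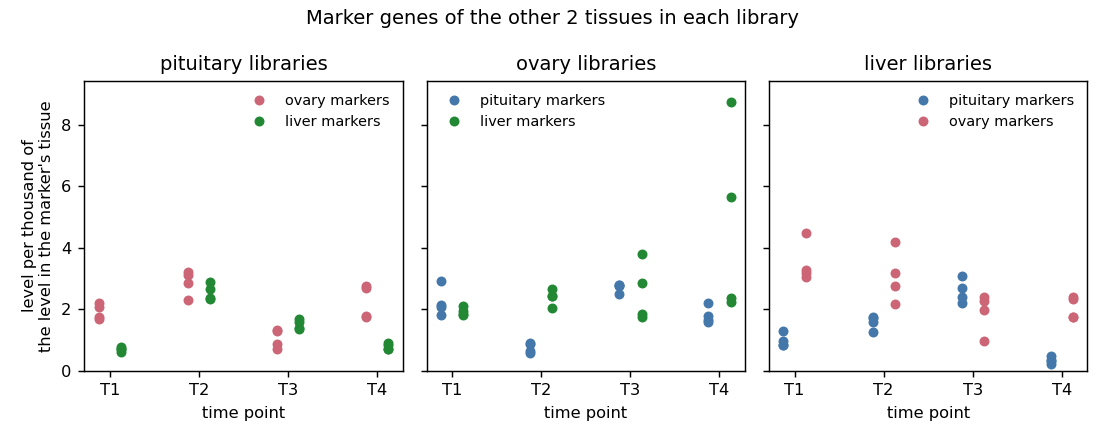
Summed CPM of the marker genes of 1 tissue in libraries of another, per 1000 of their level in their own tissue at the same time point, for each library (points). Pituitary markers in the liver averaged 2.59 per 1000 at T3 and 0.343 at T4, and most values of a time point lie together.

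**Figure D4:**
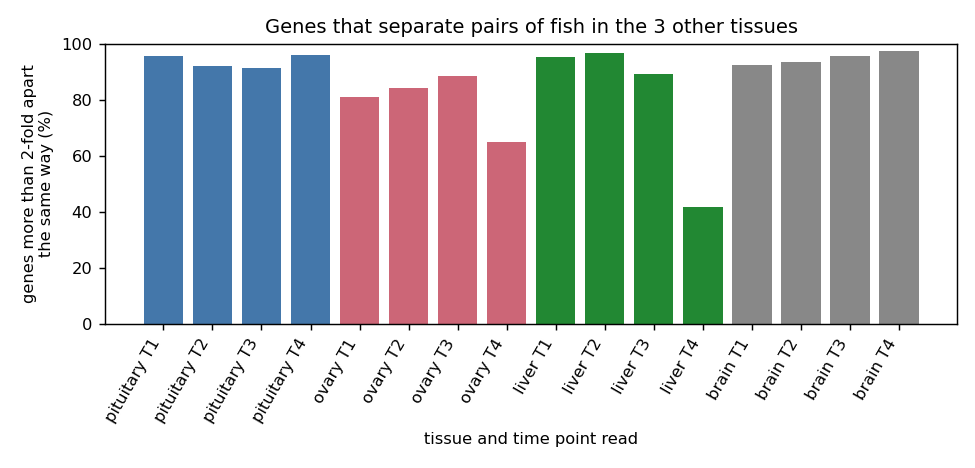
Percent of the genes over 4-fold apart between 2 fish of a time point in each of the other 3 tissues that were over 2-fold apart the same way in the tissue named under the bar, with each bar standing for 4 libraries of 1 tissue and time point. The 12 bars of T1 to T3 lie between 81.0% and 96.6%, ovary T4 stands at 65.1% and liver T4 at 41.8%.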

Values the study reported

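The study reported 543 differentially expressed genes in the pituitary, 5993 in the ovary and 9541 in the liver, at an adjusted p below 0.05 and an absolute log2 fold change above 1. It described TRIM25 as going from 10 connections to 599, ZNF423 from 58 to 576 and KLF11 from 513 to 9.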

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

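Of the tests in this part, the splits of libraries, the relabellings and the test of the measurement scale were chosen before their results were seen.

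In 12 of 106 groups of 4 values 1 library lay far from the other 3 by Dixon's criterion, where chance gives 5.3 and at most 9 in 95% of cases. Among library totals this held for 2 of 16 groups, among named genes for 8 of 66 and among marker levels for 2 of 24. On the log2 scale 5 of the 106 groups met the criterion, about the number chance gives, so the linear scale of skewed values is a candidate explanation for the excess. For single libraries the weighing below adds nothing beyond that, and no biological explanation was tested.

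In M (mega) counts, pituitary T2 replicate 3 held 29.0, beside 24.9 to 25.6 in the other 3 libraries, and brain T1 replicate 2 held 51.9, beside 23.2 to 27.3. Totals were scaled out in each test.

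For LOC106599210, pituitary T1 replicate 3 stood at 53.0 CPM and the others at 7.94 to 15. For LOC106580571, ovary T1 replicate 2 stood at 41.4 CPM and the others at 1.20 to 7.03. The ovary value of foxl2l at T1 was 0.0354 CPM in replicate 4, from 1 count, and 0 in the others. Liver T1 replicate 2 stood at 1.31 CPM for LOC106587515, with the others at 0.0997 to 0.280. LOC106581595 stood at 35.3 CPM in liver T1 replicate 4, with the others at 1.32 to 3.59, and at 0.155 CPM in liver T4 replicate 4, from 5 counts, with the others at 0. vtg3 stood at 648 CPM in liver T1 replicate 4, with the others at 61.4 to 147, and esr1 at 308 CPM in liver T1 replicate 1, with the others at 255 to 260.

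Pituitary markers stood at 2.50 per 1000 of their pituitary level in ovary T3 replicate 4 and at 2.75 to 2.80 in the other ovary T3 libraries. Ovary markers stood at 4.48 per 1000 of their ovary level in liver T1 replicate 1 and at 3.05 to 3.26 in the other liver T1 libraries.

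The change from T1 to T4 differed between ovary and liver for 5653 genes, between ovary and pituitary for 2171 and between pituitary and liver for 2328, each by a test of the difference itself. Of 40 relabellings of T1 and T4 within each tissue, the real one included, 1 gave as many genes for ovary and liver, 1 for ovary and pituitary and 3 for pituitary and liver. The highest counts of other relabellings were 3106, 1574 and 3373. When each fish's tissues were kept together, the real split alone gave as many genes among 35 splits in each of the 3 tests, and the highest other counts were 566, 120 and 38. A relabelling of each tissue on its own can keep the liver libraries as labelled, and the relabelling with 3373 genes for pituitary and liver gave 3106 for ovary and liver and 0 for ovary and pituitary. The count of 3 therefore decides nothing about chance. Each other split that keeps the fish together mixes T1 and T4 fish in all tissues, which adds the changes over time to the spread within groups. These splits therefore cannot test whether the tissues changed equally. They argue only against a chance division of the fish into T1 and T4, as far as the numbers stand for fish. Of the genes that separate fish, only 41.8% followed the number in liver T4 and 65.1% in ovary T4, as described under other observations. Among named genes 25 of 64 tests of such a difference passed. A difference between tissues in the response to the light regime stays open as an untested explanation. For the liver T4 libraries, mixed RNA or reads of several fish, described under other observations, also stays open.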

How the results depend on the processing

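Fits without genes under 1% of another tissue, with thinned liver T4 counts and with liver T4 libraries summed in pairs were chosen after seeing the data. The cause of a change was not tested unless a sentence gives it.

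RLE scaling moved 0 of 15 results by over 1.5 times, and omitting the filter on low counts also moved none. DESeq2 called 922, 760 and 1059 pituitary genes at T2, T3 and T4, and 633 and 2129 ovary genes at T2 and T3. The edgeR exact test called 853, 779 and 1066 pituitary genes and 466 and 1790 ovary genes at T2 and T3. On simulated data these tests made 43 and 36 false calls, beside 7 for the main test. With the replicate block 115 pituitary genes were called at T3, 46 ovary genes at T2 and 1 at T3, and a block leaves fewer degrees of freedom. All 16 libraries of the tissue in 1 fit gave 189 ovary genes at T2. Without genes under 1% of another tissue 288 pituitary genes were called at T2, by construction fewer.

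With limma-trend on the deposited values 99, 442 and 1600 ovary genes and 2512, 1078 and 1585 liver genes were called at T2, T3 and T4. Those values are not TMM-scaled, and the median log2 fold change of all genes shifted by 0.173, 0.175 and 0.185 in the pituitary and by 0.13 in the liver at T4. The share of higher calls rose with it, to 90.9%, 92.2% and 90.5% in the pituitary, and to 69.3% and 76.8% in the liver at T2 and T4.

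With the adjusted p alone, which drops the fold threshold, 1621, 832 and 1849 pituitary genes, 1324, 1761 and 6596 ovary genes and 8522, 4951 and 8598 liver genes passed at T2, T3 and T4. It gave 8862 genes between ovary and liver and 3775 between pituitary and liver, and 3730 calls shared by T2, T3 and T4 over the 3 tissues, beside 1175. Of the list tests 20 passed with fry and 0 with an estimated correlation, beside 10.

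Fits that each left out 1 library called 99 to 851, 80 to 912 and 15 to 1307 pituitary genes at T2, T3 and T4. In the ovary the ranges were 31 to 224, 1 to 2350 and 651 to 4261, and in the liver 3248 to 4892, 1456 to 2405 and 2227 to 4186. Between tissues they were 4109 to 4816 for ovary and liver, 356 to 1699 for ovary and pituitary and 1076 to 2619 for pituitary and liver. Of the list tests 9 to 10 passed, 6 to 7 network genes had more connections at T4, and 13 to 28 named genes were called, beside 24.

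Of 31 named genes 19 kept their call and direction under each other alternative, 7 were weaker, 4 stronger and 1 reversed. The reversal was that of fshb, with a log2 fold change of -0.097 under the replicate block. In fits without 1 library 16 were unchanged, 12 weaker and 3 stronger. Summed in pairs, the liver T4 libraries gave 2175 calls, of which 2065 were also called with 4 libraries, and with thinned counts 2732. Depth limits genes near 3 counts per library, such as LOC106575592 and foxl2l.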

Other observations

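Of the tests in this part, those of carry-over, of the lost liver genes, of the fish behind each library, of liver T4 replicates 1 and 2 as 1 library and the splits for gene lists were chosen only after the result was seen.

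For each of the 9 comparisons, 1 of the 35 splits of the 8 libraries, the real one, called as many genes. In the brain 0 genes were called at T2, T3 and T4, with 5152, 835 and 1669 at an unadjusted p under 0.05. Each split calls at least 0, so 35 of 35 called as many by construction, which decides nothing. The highest counts of other brain splits were 891, 6632 and 4486 at T2, T3 and T4. Brain libraries of a group correlated at a median rho of 0.926 (range 0.778 to 0.981, across genes).

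For gene lists, the number of the 35 splits with a camera p as small was 11, 5 and 8 for the pituitary candidates at T2, T3 and T4, and 4, 5 and 1 for the ovary candidates. It was 1 for the hypermethylated genes, 1 for oocyte genes in the pituitary at T3, and 1 and 2 for oocyte genes in the liver at T3 and T4. The camera results for the pituitary candidates, for the ovary candidates at T2 and T3 and for liver oocyte genes at T4 could therefore arise from other splits.

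Markers of other tissues were found in each tissue at 0.343 to 4.75 per 1000 of their level there, in steps between time points. Pituitary markers in the liver stood at 0.984, 1.58, 2.59 and 0.343 per 1000 at T1 to T4 (SD 0.22, 0.23, 0.39 and 0.11, n = 4). A median of 85.9% of the variance of the log2 level lay between time points (range 39.7% to 96.7% over 6 pairs of tissues), consistent with carry-over, that is, reads of other libraries of the study counted in a library. Expression by the recipient tissue would give each marker its own level, but the SD over markers of the log2 level had a median of 0.505, while the markers spanned a median of 138-fold in their own tissue. Depth of the recipient would move both other tissues' markers alike, but in 2 of 9 comparisons they moved in opposite directions with no overlap of libraries (library depth of the recipient). This test replaced a correlation with total counts after that was seen, in which Spearman's rho was -0.76 for ovary markers in the liver, -0.57 for liver markers in the ovary and at most 0.05 over the 6 pairs, without a p-value. Depth is thus excluded as the whole source, and a part of it stays open for those pairs. The most abundant marker, pomca, stood at 138000 CPM in pituitary T1 and 249 CPM in ovary T1. The liver markers in ovary T4 averaged 4.75 per 1000, with 5.65 and 8.72 in replicates 2 and 4. That rise came from tfa, which went from 51.9 CPM in ovary T1 to 256 CPM in ovary T4, so expression of tfa in the ovary stays open. Contact between tissues at sampling was not tested.

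Such carry-over might make calls at genes held at under 1% of their level in another tissue. There were 720 such calls among 14784. In the pituitary they were 7.30 times as many as at other genes of similar count, with 99.0% in the direction of the markers, and in the liver 2.02 times, with 98.3%. In the ovary the ratio was 0.336, with 75% in that direction, and 0.852, 0.543 and 0.221 at T2, T3 and T4. At ovary T2, 9 of 9 calls went in the direction of the markers, so carry-over stays open for these calls. At ovary T3 and T4, 1 of 2 and 5 of 9 did, and the low ratios argue against carry-over as a source there. Direction was counted only for calls whose highest other tissue is among the 3 compared, 557 of the 720. Carry-over from the brain was therefore not tested for direction, and at pituitary T4 only 2 of the 17 calls could be counted. The ratios differed between time points: 14.7, 7.95 and 1.24 in the pituitary at T2, T3 and T4, and 0.439, 3.18 and 3.25 in the liver. At pituitary T4, 1 of 2 calls went in the direction of the markers, too few to decide, and at liver T2 24 of 29 did. Such genes made up 17 of the 570 calls at pituitary T4 and 38 of the 3779 at liver T2. Carry-over is therefore no explanation for pituitary T4 or liver T2 calls as a whole. At T2 such genes made up 154 of the 476 pituitary calls (32.4%). The oocyte genes are themselves the ovary markers, so their fall in pituitary and liver is no separate evidence of carry-over. No named gene was at such a level.

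In liver T4, 90 genes stood over 8 times above every other liver library in both replicates 1 and 2. The median chi-square ratio of these libraries was 3.64, with 1 as sampling noise, so that they were not copies of 1 library. Of the 90 genes 51 stood above all libraries of the other tissues, which argues against RNA or reads from those. As many genes were found in 2 of 96 pairs of libraries, the other being brain T1 replicates 2 and 3 with 143, and the next pair had 4, against chance among pairs of libraries of a group. Outside the liver the highest level of these genes was most often in brain T4 replicate 2 or ovary T4 replicate 4, so a link to T4 fish stays open.

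In the liver T4 libraries 20 genes were lost, that is, below 0.15 of their mean at the other time points in each library, beside 70, 15 and 16 at T1, T2 and T3. In pituitary and ovary these genes had a median log2 change of -0.15, and 18 of 21 values stayed above 0.5 of those at T1 to T3, which argues against a sequence variant of the T4 fish for the genes as a set. LOC106569843 is an exception, with log2 changes of -3.74 in the pituitary and -3.22 in the ovary, and for it a variant or another property of the T4 fish stays open. The same genes were lacking beyond chance in 3 of 48 libraries of other tissues, so that different read processing or counting of the liver T4 libraries cannot be told apart from other reasons, since the genes are few. Part of the set may reflect lower carry-over: pomca, at 171 CPM in the liver at T1 to T3 and at most 25.2 at T4, is a pituitary marker, and pituitary markers in the liver fell to 0.343 per 1000 at T4. The higher totals of liver T4 were not the source of its calls, as 2732 genes were called with thinned counts.

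Same-numbered libraries of a time point may come from 1 fish. At T1 to T3 the numbers as labelled were the best of 24 orders in 11 of 12 sets, where chance gives 0.5. The measure was how well they followed the genes that separate fish in the other 3 tissues. This fits a property of the fish shared by its tissues. Between fish 3 and 4 at T3, 0 genes stood apart in all 4 tissues, beside 5 to 14 in the other pairs. The test therefore gives little ground to tell these fish apart. Genes on or off between fish gave less: 1 to 3 were shared by a pair of tissues, with exact p adjusted over 6 pairs from 0.00014 to 0.06. Such genes made up at most 0.21% of the calls of a comparison and were not their source.

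In liver T4, 41.8% of these genes (82 of 196) followed the number, beside 81.0% to 96.6% at T1 to T3, and 67.9% did under the best order, which argues against each library coming from the fish of its number and against another order. Genes with a wide range in each other tissue had a median log2 range of 3.17 in liver T4 (15 genes), beside 5.22 to 5.56 in liver T1 to T3. The share differed between pairs of fish. Of the genes that separate fish 1 and 2, 6 of 68 followed, and of those that separate fish 2 and 3, 56 of 64. The other pairs held 26 genes or fewer. A candidate explanation is RNA or reads of several fish in a liver T4 library. The range cannot tell this from 2 libraries that came from 1 fish, and each order tested assumes 4 different fish. Replicates 1 and 2 had 17 genes over 4-fold apart and replicates 3 and 4 had 70, while the lowest of 90 other pairs of libraries had 89. The median chi-square ratio did not set replicates 3 and 4 apart, at 7.03 beside a median of 9.38 over 72 pairs. By that ratio pituitary T4 replicates 3 and 4, at 3.19, were closer than liver T4 replicates 1 and 2, at 3.64. In either case the 4 libraries would not be 4 independent fish, and summed in pairs they gave 2175 calls. In ovary T4, 65.1% followed the number and 78.5% did under the best order, which was not tested further.

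The pituitary counts here were 476, 342 and 570. Together they are higher than the value quoted from the study above. The study's supplementary text gives fewer pituitary genes at each of these time points, with the widest gap at T2. With the edgeR exact test the ovary counts were 466, 1790 and 3737 and the liver counts 4001, 2153 and 3387. Each of these equals the count in the supplementary text for that tissue and time point, and their sums equal the values quoted above. The pituitary counts of that test, 853, 779 and 1066, lie farther from the quoted one. Connections here were counted among 2000 genes chosen in another way than those of the study's network, so the numbers need not match. LOC106574348 (TRIM25) had 7 connections at T1 and 647 over the 36 later libraries here, close to the values quoted above. Its T1 value ranged from 0 to 409 without 1 replicate number. LOC106573705 (ZNF423) had 342 connections at T1 and 713 over the 36 later libraries here. These are higher than the values quoted from the study above. LOC100194692 (KLF11) had 1259 connections at T1 and 44 over the 36 later libraries here. Those are higher than the values quoted from the study above.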
